A study of Vitis vinifera with 7 samples.

How the data were processed

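Berry tissue of the grapevine cultivar Sauvignon blanc, a white variety of Vitis vinifera, was profiled on 1-colour arrays at 3 developmental stages. The arrays were of the NimbleGen type, which carry synthesised oligonucleotides, and total RNA was labelled with Cy3 by a service laboratory, per the labels' protocols. Per the series' design text, the ground tissue of each stage was pooled, and the replicates of a stage were separate RNA extractions from aliquots of that pool, each labelled and hybridised on its own. The spread between replicates therefore covers extraction, labelling and hybridisation. It does not cover variation between vines, bunches or berries, and every test below compares the pools.

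The values used were log2 signals, as deposited by the authors, with 1 value per probe identifier and array for 28811 identifiers on 7 arrays. No value was missing. The log base was taken from the values, which ran from 4.06 to 15.99, just under the 16 that a 16-bit scanner allows on a log2 scale. Scanning, background correction, summary over oligonucleotides and normalization are not described in the labels. The medians of the 7 arrays lay between 9.17 and 9.22, a range of 0.0497, which is under the limit of 0.1 set for treating the table as already normalized. The sorted values of the arrays were not identical, so these values had not been quantile normalized as a last step. The deposited scaling was kept. No detection or saturation flag was used here, so differences of probes near either end of the scale are differences of the deposited values only, and the signal can be compressed there. An array gives no read depth, and the number of arrays limits the precision.

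Groups were taken from the stage in the labels, with 3 arrays of green berries (EL-31), 3 of berries at veraison (EL-34) and 1 of ripe berries (EL-38). All columns of the table were matched to a sample. None of the 28811 identifiers was found in the RefSeq gene table of the Vitis vinifera assembly used for names, so probes are reported by identifier, and neither gene names nor positions are given. The tests of gene sets that had been planned on product names were for the same reason not computed.

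Differences between stages were estimated with limma 3.58.1 in R 4.3.3, with lmFit and eBayes on the log2 values of all 7 arrays, stage as the only term, and Benjamini-Hochberg adjustment over all 28811 probes. A probe was called at an adjusted p under 0.05, and counts are also given for called probes with an estimated difference of at least 1 on the log2 scale (2-fold). The single ripe array has no replicate, so in its comparisons it was assumed to vary like the green and veraison arrays, whose pooled spread was used. Two-sided tests were used throughout. Probes named in the text were, in each comparison, the 2 with the largest rise and the 2 with the largest fall among called probes whose arrays of the compared stages did not overlap.

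The share of probes that kept their direction from veraison to ripe was compared with a simulation, because both differences use the veraison arrays and chance errors in them push the share below 50%. In 50 simulated data sets the ripe mean was set to the veraison mean and normal errors with each probe's moderated variance were added. The fit was also tested on simulated data in which 200 of the 28811 probes were changed. For veraison against green it called 73.0% of the probes changed 2-fold and 97.0% of those changed 4-fold, and 5.03% of its calls were false. For ripe against green it called 16.0% and 88.0%, with 3.70% false. For ripe against veraison it called 25.0% and 87.0%, with 5.08% false. No called changed probe had the wrong sign in these simulations. Far more probes were called in the data than were changed here, which makes the adjusted threshold less strict in the data. These shares therefore do not give the recovery in the data. The ripe array was simulated with the pooled spread, so the false shares do not test the assumption made about its spread.

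Whether equal replicate numbers pair the arrays of green and veraison berries was checked by correlating, across probes, the deviations from the stage means. The 3 correlations were -0.21, -0.12 and 0.05, so the arrays shared a number only. The design, the alternatives and the rule for naming probes were fixed before the data were examined. The alternatives were quantile normalization, scaling to the 75th percentile, removal of the 25% dimmest probes, 50 added to the linear signal before the logarithm, a trended and robust variance, the replicate number as a block, an adjusted p of 0.01, a test against a 2-fold change with limma's treat, the spread of one stage alone, and leaving out each green or veraison array in turn.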

Results

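Transcript abundance was measured in pooled Sauvignon blanc berry tissue at 3 points of berry development. The green stage (EL-31) was represented by 3 RNA extractions, veraison (EL-34), the onset of ripening, by 3, and the ripe stage (EL-38) by 1. Each extraction was hybridised to its own array, which gave log2 signals for 28811 probes. The median log2 signal was 9.22, 9.21 and 9.20 on the green arrays, 9.17, 9.20 and 9.18 on the veraison arrays, and 9.18 on the ripe array. The comparisons addressed how the berry transcriptome differs between these stages. Replicates were extractions from 1 pool per stage, so the errors given are those of the extraction and array procedure.

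Extractions of a stage were first compared with each other. The median over probes of the SD between extractions was 0.138 log2 for green berries (n = 3) and 0.188 for veraison (n = 3). The green extractions 1 and 2 differed least within their stage, with an SD of the log2 difference over probes of 0.224, against 0.333 and 0.345 for the pairs with extraction 3. At veraison, extractions 1 and 3 differed by an SD of 0.204. Extraction 2 lay apart from both, with an SD of 0.596 against extraction 1 and 0.529 against extraction 3. A difference of more than 1 on the log2 scale was seen in 36 probes between veraison extractions 1 and 3, in 2044 between 1 and 2, and in 1694 between 2 and 3. Without extraction 2 the median SD at veraison was 0.0715, and without extraction 3 that of the green stage was 0.0808. An SD from fewer arrays has a lower median by construction, which accounts for part of these drops. Between stages the SD of the difference ranged from 1.25 to 1.34 for green against veraison arrays, from 1.65 to 1.66 for green against ripe, and from 0.842 to 0.986 for veraison against ripe. The smallest of the last 3 values belonged to veraison extraction 2. Across probes, which are not independent replicates, Pearson's r was 0.998 for veraison extractions 1 and 3, 0.979 for 1 and 2, and 0.959 for extraction 2 and the ripe array. The first principal component held 78.5% of the variance and ordered the stages from green through veraison to ripe.

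**Figure D1:**
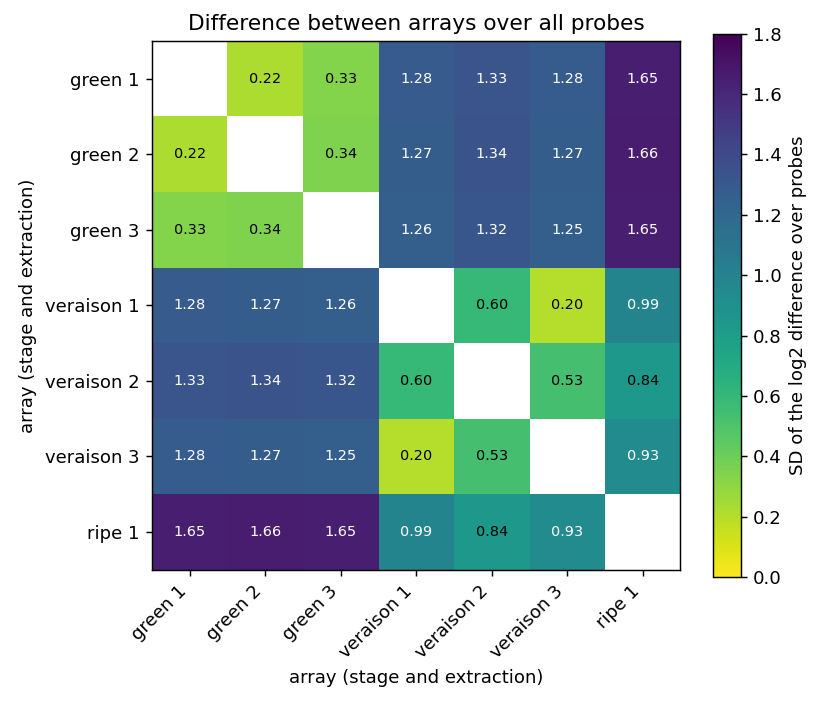
Heat map of the SD, over 28811 probes, of the log2 difference between each pair of the 7 arrays (rows and columns, stage and extraction number), with the value printed in each cell. Veraison extraction 2 differs from extractions 1 and 3 by 0.60 and 0.53, while these differ from each other by 0.20.

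The first comparison asked what changed between green berries and veraison. At an adjusted p under 0.05 (limma, Benjamini-Hochberg), 13881 of 28811 probes (48.2%) were called, of which 7620 were higher and 6261 lower at veraison. The estimated difference reached 2-fold in 6568 of them, 3048 higher and 3520 lower. It reached 4-fold in 1069 higher and 1494 lower probes, and 16-fold in 254 and 317. The remaining 7313 called probes differed by less than 2-fold. The median standard error of a difference was 0.150 log2. The 3 arrays of the stages did not overlap in 59.6% of all probes, where chance gives 10% for 3 against 3. The choice that moved these counts most was a test against a 2-fold change in place of a limit on the estimate, under which 3573 probes were called, 1569 higher and 2004 lower. Over all probes the median difference was 0.08 log2, and it was 0.07 after quantile normalization and 0.04 after scaling to the 75th percentile.

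The largest called rises at veraison were in VitusP00253650 and VitusP00163562. VitusP00253650 had a log2 signal of 5.34 ± 0.24 (SD, n = 3) in green berries and 15.02 ± 0.19 (SD, n = 3) at veraison, a difference of 9.68 (SE 0.16, limma adjusted p 2.4e-07). VitusP00163562 rose from 5.37 ± 0.23 (SD, n = 3) to 15.03 ± 0.04 (SD, n = 3), a difference of 9.66 (SE 0.14, limma adjusted p 2.4e-07). The largest falls were in VitusP00247741 and VitusP00221017. VitusP00247741 went from 15.14 ± 0.04 (SD, n = 3) to 6.38 ± 0.85 (SD, n = 3), a difference of -8.75 (SE 0.39, limma adjusted p 4.4e-06). VitusP00221017 went from 14.94 ± 0.22 (SD, n = 3) to 6.26 ± 0.51 (SD, n = 3), a difference of -8.68 (SE 0.26, limma adjusted p 9.5e-07). These 4 probes spanned most of the scale of the deposited values, and their differences are no more exact than the signal is at its ends.

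**Figure D2:**
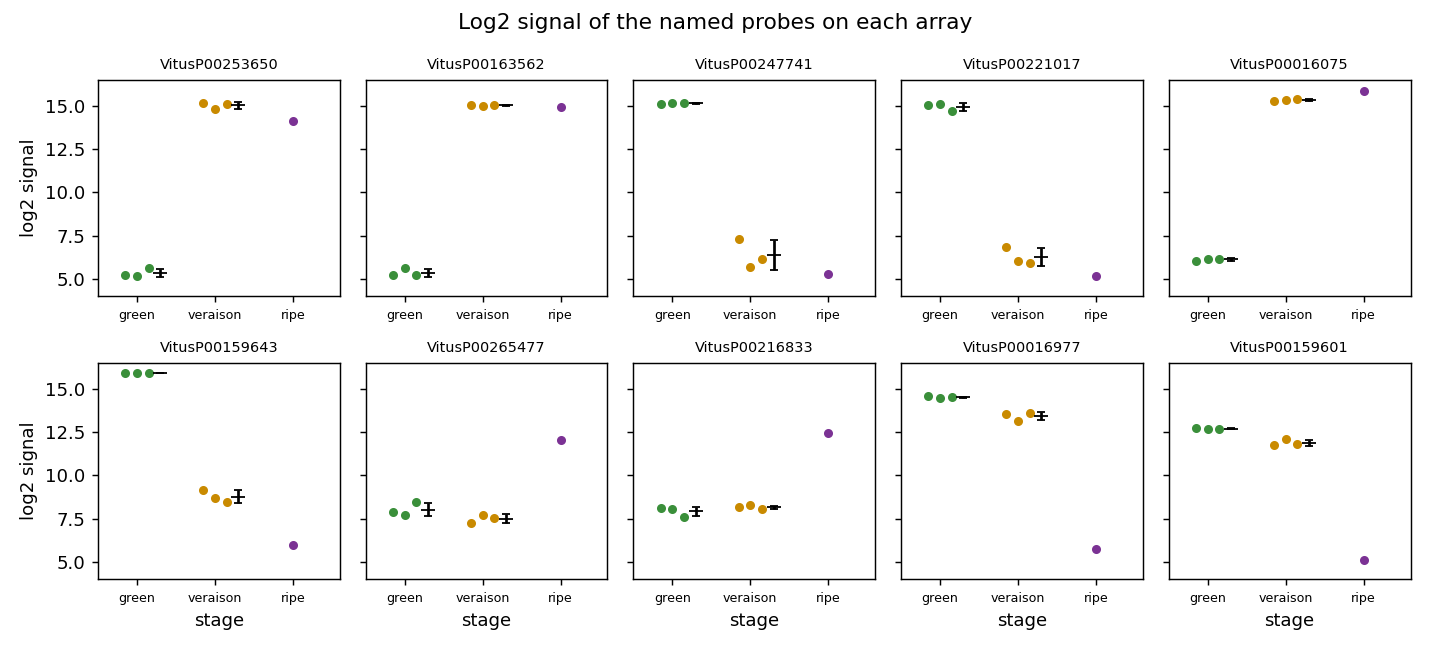
Log2 signal (vertical axis) of the 10 named probes on each array, by stage (horizontal axis); points are single arrays, and bars beside them give the mean and SD of 3 extractions for green and veraison. The single ripe array has no bar, and VitusP00016977 and VitusP00159601 fall mainly between veraison and ripe.

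The second comparison set the ripe array against the green arrays. With the spread of the ripe array assumed equal to that of the other arrays, 15310 probes (53.1%) were called, 8843 higher and 6467 lower in ripe berries. Of these, 10340 differed at least 2-fold, 5543 higher and 4797 lower. At larger limits falls outnumbered rises, with 1929 higher and 2425 lower probes at 4-fold and 436 and 692 at 16-fold. The test against a 2-fold change called 5281. The median difference over all probes was 0.13 log2, against 0.10 after quantile normalization and 0.08 after scaling to the 75th percentile. VitusP00016075 showed the largest rise, from 6.13 ± 0.06 (SD, n = 3) in green berries to 15.82 on the ripe array, a difference of 9.69 (SE 0.14, limma adjusted p 8.8e-07). It was followed by VitusP00163562, named above, with 9.56 (SE 0.20, limma adjusted p 9.6e-07). VitusP00159643 showed the largest fall, from 15.92 ± 0.01 (SD, n = 3), close to the top of the scale, to 5.98, a difference of -9.94 (SE 0.26, limma adjusted p 1.2e-06). VitusP00247741 was next with -9.82 (SE 0.55, limma adjusted p 1.5e-05). At veraison VitusP00016075 already stood at 15.35 ± 0.07 (SD, n = 3) and VitusP00159643 at 8.78 ± 0.37 (SD, n = 3).

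The third comparison covered the step from veraison to the ripe stage. Under the same assumption about the ripe array, 7039 probes (24.4%) were called, 4153 higher and 2886 lower in ripe berries, and 4037 of them differed at least 2-fold, 2154 higher and 1883 lower. This count depended on single veraison extractions. It was 12989 without extraction 2 and 4412 without extraction 3, and 7036 of the 7039 calls were kept without extraction 2. Among called differences of at least 2-fold, leaving out extraction 2 gave 2718 higher and 3075 lower probes, so that falls then outnumbered rises. Falls also outnumbered rises with the spread of the green arrays alone (2223 higher, 2544 lower) and without the 25% dimmest probes (1828 higher, 1879 lower), so the balance of directions was not settled. The test against a 2-fold change called 1004 probes, 375 higher and 629 lower. With the spread of the veraison arrays alone 3484 probes were called, and with that of the green arrays alone 9795.

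The largest called rises from veraison to ripe were in VitusP00265477 and VitusP00216833. VitusP00265477 went from 7.50 ± 0.25 (SD, n = 3) to 12.07, a difference of 4.56 (SE 0.32, limma adjusted p 2.4e-04), and VitusP00216833 from 8.17 ± 0.09 (SD, n = 3) to 12.44, a difference of 4.27 (SE 0.22, limma adjusted p 9.3e-05). The largest falls were larger in size. VitusP00016977 went from 13.43 ± 0.23 (SD, n = 3) to 5.74, a difference of -7.69 (SE 0.20, limma adjusted p 1.1e-05), and VitusP00159601 from 11.87 ± 0.18 (SD, n = 3) to 5.11, a difference of -6.76 (SE 0.17, limma adjusted p 1.1e-05). Differences of at least 16-fold were called in 7 higher and 97 lower probes. In the step from green to veraison the corresponding numbers were 254 and 317.

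**Figure D3:**
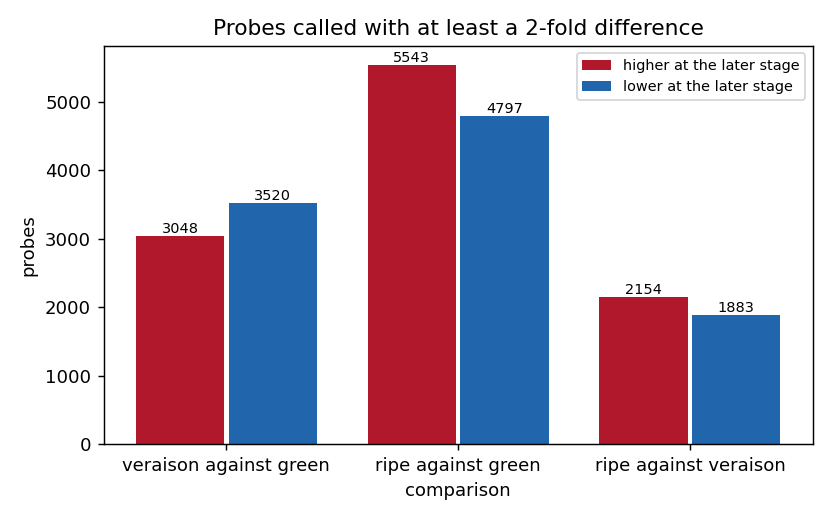
Number of probes (vertical axis) called at an adjusted p under 0.05 with at least a 2-fold difference, higher (red) or lower (blue) at the later stage, in each of the 3 comparisons (horizontal axis). Most calls, 10340, fell between green and ripe berries, followed by 6568 between green and veraison and 4037 between veraison and ripe.

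The 3 stages form a series, so the steps were also set against each other. Of the 13881 probes called between green and veraison, 64.0% had a ripe minus veraison difference of the same sign (95% exact binomial interval 63.2% to 64.8%, which covers counting error over probes only). In 50 simulations with no change after veraison the share averaged 46.4%, with a range of 45.8% to 47.4%. The simulated errors were independent between arrays. A deviation common to veraison extraction 2 and the ripe array was thus not covered, and it could raise the observed share. The share was 68.7% for the 7620 probes higher at veraison and 58.2% for the 6261 lower ones, and 63.4% and 60.5% among probes changed at least 2-fold. The median ripe minus veraison difference over all probes was 0.08 log2, an offset that favours probes that had risen. Without veraison extraction 2 the share that kept its direction was 57.9%. With a call of at least 2-fold required in each step, 680 of the 3048 probes higher at veraison (22.3%) rose again, 421 (13.8%) fell, and 1947 (63.9%) had no such call in the second step. Of the 3520 lower probes, 648 (18.4%) fell again, 273 (7.76%) rose, and 2599 (73.8%) had no such call. A further 1201 probes were called higher and 814 lower in the second step only. These counts were made with all arrays and depend on veraison extraction 2. Without it, second-step calls of at least 2-fold went from 2154 to 2718 rises and from 1883 to 3075 falls. The ripe stage has 1 array, and whether the steps differ in size was not tested.

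The position of veraison extraction 2 bears on the second step. In 1767 probes extraction 2 was at least 2-fold lower than extraction 1, and in 277 it was at least 2-fold higher. Of the 1767, 95.5% were lower on the ripe array than in extraction 3, against 43.5% of all probes. Conversely, 3008 probes were at least 2-fold lower on the ripe array than in extraction 3, and 36.7% of these were at least 2-fold lower in extraction 2 than in extraction 1, while 36.6% were not lower there at all. A low value in extraction 2 alone raises a probe's SD at veraison and lowers its difference to ripe, so such probes are kept from being called by construction. Of the 1883 called falls of at least 2-fold, 7.17% were low in extraction 2. Leaving out extraction 2 added 1309 falls of at least 2-fold, of which 82.1% were low there, for the same reason.

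**Figure D4:**
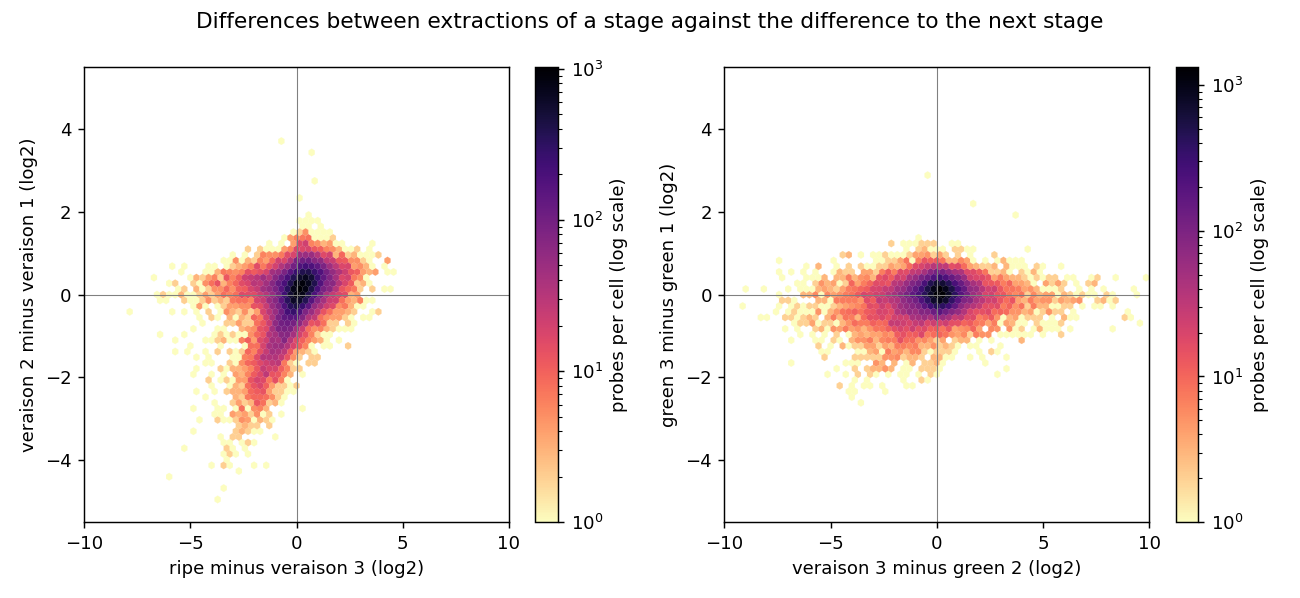
Left, the log2 difference of veraison extraction 2 from extraction 1 (vertical) against that of the ripe array from veraison extraction 3 (horizontal); right, green extraction 3 minus 1 against veraison extraction 3 minus green extraction 2. Cells are coloured by the number of probes on a log scale, and on the left the falling probes split into an arm that is low in extraction 2 as well and an arm near 0.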

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

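The counts of called probes between green and veraison and between green and ripe stayed within 1.5 times their reported values under every alternative tried, except the test against a 2-fold change. That test, limma's treat, called 3573 probes for veraison against green, 5281 for ripe against green and 1004 for ripe against veraison, against 6568, 10340 and 4037 with a plain limit on the estimate. It is stricter by construction, since a probe must differ from a 2-fold change by more than its error.

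The count for ripe against veraison, 7039 probes, was the least stable. It was 3484 with the spread of the veraison arrays alone, 9795 with that of the green arrays alone, and 3159 at an adjusted p of 0.01. Leaving out single arrays gave 4412 to 12989, with the lowest value without veraison extraction 3 and the highest without veraison extraction 2. The higher value without extraction 2 goes with a lower spread, since the median SD at veraison fell to 0.0715 without it. Part of that fall comes from taking the SD over fewer arrays. No called probe of the 3 comparisons changed sign under any alternative in which it was tested, and the 12 differences given for named probes stayed past the threshold in all 160 recomputations. Another variance, the spread of one stage alone or removal of dim probes leaves the differences as they were, so the sign was fixed there. The same holds for ripe against veraison when a green array is left out.

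The share of probes that kept their direction after veraison, 64.0%, was 65.5% without the 25% dimmest probes and 61.8% for probes changed at least 2-fold. It ranged from 57.9% to 65.3% when single arrays were left out, with the lowest value again without veraison extraction 2. The cause of these shifts was not tested. With no change after veraison the simulated range was 45.8% to 47.4% for all called probes and 46.0% to 47.8% for those changed at least 2-fold. It was computed for the full set of arrays and probes only, with errors independent between arrays.

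The median SD between green extractions, 0.138, was 0.105 with 50 added before the logarithm, which compresses dim values by construction, and 0.0808 to 0.129 when a green array was left out. At veraison it was 0.0715 to 0.214 when an array of that stage was left out. An SD from fewer arrays has a lower median by construction.

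With the replicate number as a block, 12263 probes were called for veraison against green, 12818 for ripe against green and 3468 for ripe against veraison. The deviations of equally numbered extractions did not go together (r = -0.21, -0.12 and 0.05), so the numbers do not pair the arrays, and the block mainly uses up degrees of freedom. The planned tests of gene sets were not run, because no probe identifier could be matched to a gene.

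Signals were bounded by the scale, 4.06 to 15.99 in these arrays, and no background flag was used, so differences of dim or very bright probes may be understated. With 50 added before the logarithm, 5526 probes were called with at least a 2-fold difference for veraison against green.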

Other observations

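All tests in this part were chosen after the results they bear on had been seen, so what follows are hypotheses.

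Other splits of the arrays were examined for the comparison of green and veraison. The 6 arrays can be split into 3 and 3 in 10 ways. Only 1 of the 10 splits, that by stage, gave as many called probes, and for calls of at least 2-fold it was likewise 1 split. The 9 other splits gave 0 calls in limma at an adjusted p under 0.05, with 21 to 889 probes at an unadjusted p under 0.05, against 15749 for the split by stage. Each of these 9 splits puts arrays of both stages in each group, so a difference between the stages goes into the residual spread and few calls are bound to result. With 10 splits the share also cannot go below 10%, so this count by itself cannot exclude chance. Other values show how far apart the stages lay, but they come from the same 6 arrays and carry the same limit. The SD of the difference over probes was 1.25 to 1.34 between green and veraison arrays and 0.204 to 0.596 within a stage, and the arrays of the stages did not overlap in 59.6% of probes, where chance gives 10%.

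Veraison extraction 2 stands apart from extractions 1 and 3, although all came from 1 pool of ground tissue. The difference is one-sided. Against extraction 1, extraction 2 was at least 2-fold lower in 1767 probes and higher in 277, while extraction 3 was lower in 29 and higher in 7. Several technical readings are argued against. After quantile normalization 1769 probes were still at least 2-fold lower, so scaling between arrays is not the reason. Only 4.47% of the low probes lay among the 25% dimmest by extraction 3. A 2-fold fall has little room there, so this share alone argues little. The median log2 signal of the low probes in extraction 3, 9.14, was close to the 9.18 of all probes. Most of them were thus not dim, which argues against noise of dim probes. A wrong label, with a ripe extraction in place of a veraison one, would need a small distance to the ripe array. The SD of the difference to the ripe array was 0.842, above the 0.596 and 0.529 to the other veraison extractions.

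The probes low in extraction 2 were mostly those low in ripe berries. Because extraction 2 was set against extraction 1 and the ripe array against extraction 3, no array was shared between the differences, and 95.5% of the low probes were lower in ripe, against 43.5% of all probes. A shared reference does not produce this. Admixture of ripe RNA to extraction 2 is also argued against as the whole reason. Of the 927 probes at least 4-fold lower in ripe, 36.2% were so low in extraction 2 that more than 50% of its RNA would have to be ripe. Of the 409 probes at least 4-fold higher in ripe, 0% reached the level that such an admixture would give. The medians of the implied fraction of ripe RNA were not far apart, 5.69% for these risers and 12.1% for the falling probes. The falling probes, however, ranged from -22.6% to 82.3% between their quartiles and the risers from 1.35% to 10.6%, where a mixture would give 1 fraction for all, so a small admixture is not excluded.

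What stays open is whether extraction 2 reflects tissue further along in ripening or a loss of certain transcripts during extraction or labelling that the ripe array shares. The differences of extraction 2 correlated with the step to ripe (Pearson r = 0.454, Spearman rho 0.418, across probes, which are not independent), and 83.5% of the probes at least 2-fold higher in ripe were higher in extraction 2, against 62.4% of all probes. Tissue further along may give this. On the other hand, the 1103 probes that were at least 2-fold lower in both ripe and extraction 2 had changed before about as much as probes in general. Their difference of veraison extraction 3 alone from the green mean had an interquartile range of 0.995 log2, slightly above the 0.885 of all probes. For the 1102 probes that fell in ripe but were not lower in extraction 2 it was 2.57. A candidate explanation is that the first set is defined by how a transcript survives the procedure and the second by development, but tissue further along does not forbid these values. The design cannot decide this, since there is 1 ripe array and no measure of RNA integrity was analysed here, and the 2 explanations cannot be told apart for these probes. Falls between veraison and ripe that appear only without extraction 2 are mostly probes low in that extraction, which follows from how its value enters the spread, and they share this uncertainty.

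A smaller pattern of the same form was seen in green extraction 3. It was at least 2-fold lower than extraction 1 in 420 probes and higher in 40, and 84.0% of the 420 were lower at veraison (extraction 3) than in green extraction 2, against 44.1% of all probes. Their median difference was -1.67 log2. Over all probes the relation was far weaker than at veraison, with a Pearson r of 0.150 against 0.454. Few of these probes were low in veraison extraction 2 as well, 5 of the 420, where 25.8 would be expected by chance over all probes (odds ratio 0.182). Of the 420, 257 were below a log2 signal of 8 in veraison extraction 3. A signal below 8 does not by itself rule out a 2-fold fall. How many of the 257 were too dim for such a fall was not counted. Among the 163 at or above 8, 4 were low in both, where 11.4 would be expected by chance (odds ratio 0.333, 95% interval 0.0894 to 0.871, over probes that are not independent). This rests on 4 probes, so whether one set of easily lost transcripts lies behind both extractions stays open. The values are also consistent with each of the outlying extractions leaning toward the next stage, but uneven sampling of the pools was not tested.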
